# Transcriptome Analysis of *Arabidopsis thaliana* Plants Treated with a New Compound Natolen128, Enhancing Salt Stress Tolerance

**DOI:** 10.3390/plants10050978

**Published:** 2021-05-14

**Authors:** Kaori Sako, Chien Van Ha, Akihiro Matsui, Maho Tanaka, Ayato Sato, Motoaki Seki

**Keywords:** salinity stress, chemical screening, nitric oxide

## Abstract

Salinity stress is a major threat to agriculture and global food security. Chemical priming is a promising approach to improving salinity stress tolerance in plants. To identify small molecules with the capacity to enhance salinity stress tolerance in plants, chemical screening was performed using *Arabidopsis thaliana*. We screened 6400 compounds from the Nagoya University Institute of Transformative Bio-Molecule (ITbM) chemical library and identified one compound, Natolen128, that enhanced salinity-stress tolerance. Furthermore, we isolated a negative compound of Natolen128, namely Necolen124, that did not enhance salinity stress tolerance, though it has a similar chemical structure to Natolen128. We conducted a transcriptomic analysis of Natolen128 and Necolen124 to investigate how Natolen128 enhances high-salinity stress tolerance. Our data indicated that the expression levels of 330 genes were upregulated by Natolen128 treatment compared with that of Necolen124. Treatment with Natolen128 increased expression of hypoxia-responsive genes including ethylene biosynthetic enzymes and *PHYTOGLOBIN*, which modulate accumulation of nitric oxide (NO) level. NO was slightly increased in plants treated with Natolen128. These results suggest that Natolen128 may regulate NO accumulation and thus, improve salinity stress tolerance in *A. thaliana*.

## 1. Introduction

More than 25% of irrigated land is affected by soil salinization worldwide [1]. High salinity stress is one of the major limiting factors of crop productivity and growth. Salt stress causes osmotic stress, ionic stress and oxidative stress [2,3]. A high concentration of salt makes plants harder to absorb water and nutrients and an ion imbalance prevents plant growth by altering metabolic processes and reducing photosynthesis [2]. Under salinity-stress conditions, reactive oxygen and nitrogen species (ROS and RNS, respectively) are also produced in plant cells. Low levels of ROS and RNS work as messengers of signal transduction [4]. For example, nitric oxide (NO) belonging to the RNS family modulates S-nitrosylation and regulates abiotic stress responses. A recent report showed that NO regulates the activity of Protein arginine methyltransferases 5 (PRMT5), which catalyzes the symmetric demethylation of protein arginine residues under salinity stress, by S-nitrosylation, resulting in the proper stress response [5]. However, excessive ROS and RNS accumulation can lead to cellular oxidative damage [6]. Thus, plants are equipped with mechanisms to control the amount of ROS and RNS such as enzymatic and non-enzymatic antioxidant defense systems. Enzymatic antioxidants include Superoxide dismutase, Catalase, Ascorbate peroxidase and glutathione peroxidase [7]. Non-enzymatic antioxidants such as anthocyanin and ascorbate have antioxidant activity [8].

As the world’s population is estimated to reach 9.7 billion by 2050 [9], technological development to improve crop salinity-stress tolerance is crucial for sustainable food production. Latest research suggests that chemical priming may improve abiotic stress tolerance in crops [10]. Chemical priming is an approach in which plants are treated with natural or synthetic compounds prior to stress exposure. Treated plants exhibit greater stress tolerance compared with non-treated plants, namely primed state. This method has the advantage that chemical priming agents often improve abiotic stress tolerance in non-specific plant species, so it may be applied to various plant species. Previously, we isolated a novel chemical agent enhancing high-salinity stress tolerance in Arabidopsis and rice from the RIKEN chemical library [11]. This study indicated that chemical libraries might include valuable compounds to improve abiotic stress tolerance in various agricultural crops. We therefore screened compounds enhancing high-salinity stress tolerance using the Institute of Transformative Bio-Molecule (ITbM) chemical library. We found that NaCl tolerance enhancer128 (Natolen128) improved salinity stress tolerance in *Arabidopsis thaliana* at a low concentration. We conducted a transcriptome analysis to clarify the mechanism enhancing high-salinity stress tolerance. The transcriptomic analysis revealed that the expression levels of abiotic stress responsive genes, including ethylene biosynthetic genes (such as *AtACS9*) and hypoxia-responsive genes (such as *AtPGB1*), were upregulated by Natolen128.

## 2. Results

### 2.1. Natolen128 Was Identified as a New Compound Enhancing Salt Stress Tolerance in A. thaliana

To identify compounds that enhance salt-stress tolerance in plants, we screened 6400 compounds from the ITbM library. *Arabidopsis* wild-type Col-0 plants grown in liquid culture medium for 4 days were treated with each library compound for 24 h, then subsequently treated with 100 mM NaCl. We investigated the survival rates for 4 days and identified four compounds that showed higher survival rates under high salt-stress conditions. Among them, we focused on *N*-[3-(2-oxo-1-pyrrolidinyl)phenyl]-spiro[bicyclo[3.2.1]octane-8,2′-[1,3]dithiolane]-3-carboxamide (Natolen128) (Figure 1a), because it showed the strongest increase in tolerance to salinity stress. To investigate the function of Natolen128, we next screened negative compounds of Natolen128 that had similar chemical structures but did not enhance salt stress tolerance. We evaluated five candidate compounds and isolated *N*-[4-(1,1-dioxido-2-isothiazolidinyl)phenyl]-spiro[bicyclo[3.2.1]octane-8,2′-[1,3]dithiolane]-3-carboxamide as a negative compound of Natolen128 (Necolen124) (Figure 1b). To confirm the salinity-stress tolerance increase from Natolen128, wild-type plants grown in liquid culture medium for 4 days were treated with 2 µM Natolen128, Necolen124 or DMSO for 24 h, with or without subsequent treatment with 100 mM NaCl for 4 days. The plants treated with Natolen128 showed an increased survival rate under salinity-stress conditions compared with DMSO-treated and Necolen124-treated plants (Figure 1c,d).

### 2.2. Comparative Transcriptomic Analysis of Natolen128 Treatments under High-Salinity Stress Conditions

To elucidate the molecular mechanism of high salt-stress tolerance mediated by Natolen128, we conducted global gene expression analysis with a microarray. Four-day-old plants treated with 2 µM Natolen128 or Necolen124 for 24 h, with or without a subsequent treatment with 100 mM NaCl for 2 h, were examined. 

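The microarray experiment comprised 12 arrays in 4 groups of 3, namely plants treated with 2 µM Necolen124 or 2 µM Natolen128 for 24 h without NaCl (control conditions), and plants treated in the same way and then with 100 mM NaCl for 2 h. DMSO-treated plants were not among the arrays, so each value sets Natolen128 against Necolen124, and which of the compounds moved a gene cannot be told from these data. RNA of each sample was labelled with Cy3 and hybridized to a 1-colour Agilent array of custom Arabidopsis design with 52586 distinct probes other than controls. The authors deposited the scanner output of every array, in which Agilent Feature Extraction had subtracted the background and removed spatial trends within the array, without scaling the arrays to one another. They also deposited a table of log2 values, made from the signal without background subtraction and brought to nearly the same quantiles between arrays. The values given here come from the scanner output. The background-subtracted signal was put on the log2 scale and the 75th percentile of its array was subtracted, so that a value of 0 is the signal at that percentile. Before this scaling, the 75th percentile lay between 9.24 and 9.40 (median 9.25) on the Necolen124 control arrays, between 9.04 and 9.22 (median 9.07) on the Natolen128 control arrays, between 9.45 and 10.02 (median 9.55) on the Necolen124 NaCl arrays, and between 9.09 and 9.30 (median 9.22) on the Natolen128 NaCl arrays. In the same order, a median of 57.0%, 54.3%, 59.7% and 57.4% of the probes were well above background, and no probe was saturated. The number of arrays, 3 per group, limits the precision. The array carries probes for 32788 genes with an AGI code, the Arabidopsis locus identifier. The 22990 of them (70.1%) whose probe was well above background on all 3 arrays of at least 1 group were tested. A single limma model with 4 group means was fitted to the 12 arrays, and a gene was called higher at a log2 ratio of at least 1, or lower at a log2 ratio of at most -1, with a Benjamini-Hochberg FDR under 0.05 over all genes tested. The methods give the log2 ratio of at least 1 and the FDR for upregulated genes, and the same limits were applied to lower expression. They name a t-test without its form, and the paper's text names no normalization. The adjusted p of a gene is this FDR throughout. Where 1 of the groups compared was not well above background on all of its arrays, the fitted ratio depends on the values given to dim spots. In that case a bound is given, with each dim value raised to the lowest signal well above background on its array. Such a bound holds for the background subtraction used here, and other processing can give smaller ratios. The arrays lay on 3 slides. The Necolen124 control arrays shared a slide with Natolen128 control replicate 3, the other 2 Natolen128 control arrays lay on another slide, and the 6 NaCl arrays lay on the third.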

We identified 330 genes whose expression was increased by 24 h Natolen128 treatment compared with Necolen124 (Table S1) and 232 genes whose expression was decreased by 24 h Natolen128 treatment compared with Necolen124 (Table S2). Additionally, 169 genes were more highly expressed in Natolen128-treated plants than in Necolen124-treated plants under high-salinity stress conditions (Table S3), whereas 163 genes showed lower expression in Natolen128-treated plants under salinity stress conditions than in Necolen124-treated plants (Table S4). 

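Under control conditions, 545 genes were called higher and 442 genes were called lower in Natolen128-treated plants than in Necolen124-treated plants. For 969 of these 987 genes, the 3 arrays of one treatment all lay above the 3 arrays of the other. Such a separation, counted only after results had been seen, was found for 49.3% of all genes tested, where chance gives 10%. In 206 of the 987 genes only 1 treatment, and in a further 68 neither, was well above background on all of its arrays. The largest increase among genes well above background on all arrays of both treatments was that of AT2G17850, whose log2 signal was -2.24 ± 1.77 (SD, n = 3 arrays) with Necolen124 and 3.46 ± 0.10 (SD, n = 3) with Natolen128, a log2 ratio of 5.70 (SE 0.78, adjusted p = 7.43e-04, limma). The log2 signal of LEA4-5 (AT5G06760) was 1.08 ± 0.39 (SD, n = 3) with Necolen124 and -4.10 ± 0.38 (SD, n = 3) with Natolen128, a log2 ratio of -5.18 (SE 0.30, adjusted p = 1.19e-05, limma). AT3G13130 was at least 26.5-fold lower with Natolen128, well above background on none of those 3 arrays (adjusted p = 3.78e-05, limma). The counts moved most when no minimum log2 ratio was required, to 3382 higher and 3450 lower genes. With the slide as a fixed block, which rests on Natolen128 control replicate 3 for this comparison, 538 genes were called higher and 417 lower, and 406 and 279 of these were among the genes called without the block.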

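After 2 h of 100 mM NaCl, 301 genes were called higher and 408 genes were called lower in Natolen128-treated plants. In 698 of these 709 genes the arrays of both treatments did not overlap, a separation that 37.0% of all genes tested showed. For 158 of the called genes only 1 treatment, and for a further 16 neither, was well above background on all of its arrays. AT2G17850 had the largest increase here too, from -4.21 ± 0.75 (SD, n = 3) to 2.56 ± 0.95 (SD, n = 3) on the log2 scale, a log2 ratio of 6.77 (SE 0.78, adjusted p = 5.41e-04, limma). AT2G37030 was at least 12.1-fold lower with Natolen128, well above background on none of those 3 arrays (adjusted p = 0.00534, limma). Under the methods' t-test with Benjamini-Hochberg adjustment on the same values, the counts fell to 103 higher and 64 lower genes, and 103 and 62 of these were among the genes called by limma. In the form with unequal variances it called 0 genes in either direction, while 283 higher and 322 lower genes had an unadjusted p under 0.05.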

Venn diagrams prepared based on the microarray data indicated that 124 overlapping genes exhibited higher expression and 67 overlapping genes exhibited lower expression in Natolen128-treated plants than in Necolen124-treated plants under control and high-salinity stress conditions (Figure 2, Table S5).

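Genes called in the same direction under control and NaCl conditions numbered 202 for higher and 152 for lower expression in Natolen128-treated plants. With calls drawn independently in the 2 conditions, 7.14 and 7.84 shared genes would be found on average. Called only under control conditions were 343 higher and 290 lower genes, and called only under NaCl were 99 higher and 256 lower genes, among which 6 genes were called in opposite directions. Across all 22990 genes, the log2 ratios of the 2 conditions, which come from different arrays, had a Pearson's r of 0.58 and a Spearman's rho of 0.50. These are correlations across genes, which are not independent replicates. With each array left out in turn, between 187 and 208 genes were higher in both conditions and between 121 and 151 were lower in both. Without a minimum log2 ratio these counts rose to 1443 and 1180. They fell with normexp background correction and under the methods' t-test with Benjamini-Hochberg adjustment. In its form with unequal variances, which called no gene under NaCl, they were 0 and 0. Of the 124 genes that the paper lists as higher in both conditions, 123 were called higher in both here, and of its 67 lower genes, 65 were called lower in both.

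**Figure D1:**
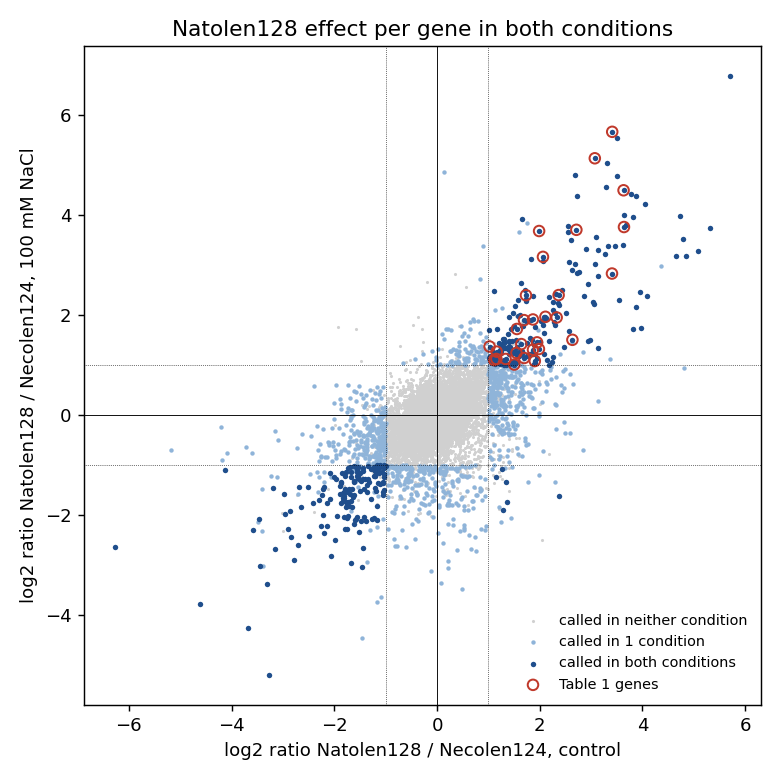
Log2 ratio of Natolen128 to Necolen124 for each gene tested under control conditions (x axis) and after 100 mM NaCl (y axis), as fitted by limma, coloured by the number of conditions in which the gene was called; circles mark the genes of Table 1. Dotted lines mark log2 ratios of -1 and 1, and the 202 genes called higher in both conditions lie at the upper right.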

### 2.3. Natolen128 Induces the Expression of a Phytoglobin and Ethylene Biosynthetic Genes under High-Salinity Stress Conditions

We focused on the 124 genes upregulated by Natolen128 both before and after high-salinity stress conditions. To unravel the function of Natolen128, GO analysis of these 124 genes was performed. 

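All 29 genes listed in Table 1 were called higher with Natolen128 in both conditions, and in each of them the Natolen128 arrays lay above the Necolen124 arrays in both. DOR (AT2G31470) and AT3G19595 were not well above background on all Necolen124 arrays in either condition. DOR was at least 4.37-fold higher under control conditions and at least 5.49-fold higher under NaCl, and AT3G19595 at least 8.34-fold and 6.64-fold higher. These bounds hold for the background subtraction used here. Over the 21 alternatives run for each, the log2 ratios under control conditions were as low as 0.82 for DOR, short of the threshold with normexp, and 1.15 for AT3G19595. The log2 ratios of the other 27 genes ranged from 1.02 (ELIP2) to 3.63 (LBD41) under control conditions, and from 1.01 (ETR2) to 5.66 (PCO2) under NaCl. Over the 29 genes, with these genes at their bounds, the median log2 ratio was 1.90 and 1.72. The highest adjusted p among the 29 genes was that of SUS4 in both conditions, 0.00867 and 0.00754 (limma). With the slide as a fixed block, the log2 ratio of SUS4 under control conditions was 1.10 (adjusted p = 0.153), and its adjusted p ranged from 0.00606 to 0.153 over the alternatives. Without Natolen128 control replicate 3, 27 of the 29 genes were called in both conditions, as ELIP2 and DIR1 fell to log2 ratios of 0.92 and 0.95. Under the methods' t-test with Benjamini-Hochberg adjustment, 15 of the 29 were called in both. The log2 ratio under NaCl exceeded that under control conditions by 2.25 in PCO2 (SE 0.43, adjusted p = 0.0340 for the interaction, limma) and by 1.69 in AAD6 (SE 0.31, adjusted p = 0.0284). These differences were called in 4 and 6 of the 12 fits that each leave out 1 array, and neither was called with the slide as a fixed block. The files hold no gene ontology annotation, so the grouping by stress response was taken from the paper and not repeated.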

GO analysis indicated that 29 genes were categorized as stress response-related (Table 1). We focused particularly on *Hemoglobin/Phytoglobin 1* (*AtPGB1*) and *ACC OXIDASE 1* (*AtACO1*), because these genes have been reported to respond to salinity stress [12,13,14]. 

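The log2 signal of PGB1 (AT2G16060) was 5.36 ± 0.19 (SD, n = 3) with Necolen124 and 7.73 ± 0.18 (SD, n = 3) with Natolen128 under control conditions, a log2 ratio of 2.37 (SE 0.20, adjusted p = 7.32e-05, limma). Under NaCl it was 4.49 ± 0.28 (SD, n = 3) and 6.89 ± 0.39 (SD, n = 3), a log2 ratio of 2.40 (SE 0.20, adjusted p = 1.28e-04). ACO1 (AT2G19590) rose from -2.22 ± 0.59 (SD, n = 3) to -0.35 ± 0.14 (SD, n = 3) under control conditions, a log2 ratio of 1.87 (SE 0.23, adjusted p = 4.71e-04), and from -3.80 ± 0.08 (SD, n = 3) to -1.89 ± 0.18 (SD, n = 3) under NaCl, a log2 ratio of 1.91 (SE 0.23, adjusted p = 7.57e-04). Over the 22 alternatives computed for single genes, the log2 ratio of PGB1 stayed between 2.27 and 2.57 under control conditions and between 2.18 and 2.57 under NaCl. That of ACO1 stayed between 1.48 and 2.10, and between 1.29 and 1.99. The Natolen128 effect on PGB1 differed between the conditions by 0.03 (SE 0.29, adjusted p = 0.969), and that on ACO1 by 0.04 (SE 0.33, adjusted p = 0.961). The signals of both genes were lower in the NaCl groups of both treatments, whose arrays lay on a slide of their own. For PGB1 the change was -0.86 (adjusted p = 0.00428) with Necolen124 and -0.84 (adjusted p = 0.00623) with Natolen128, and for ACO1 it was -1.58 (adjusted p = 2.72e-04) and -1.54 (adjusted p = 4.28e-04).

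**Figure D2:**
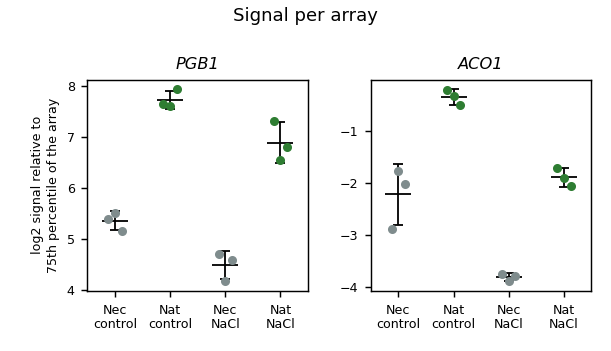
Log2 signal of PGB1 and ACO1 relative to the 75th percentile of the array (y axis) in the 4 groups (x axis; Nec, Necolen124; Nat, Natolen128); points are arrays, and bars the mean ± SD of 3 arrays. In each condition, the 3 Natolen128 arrays lie above the 3 Necolen124 arrays for both genes.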

AtPGB1 is a non-symbiotic class I hemoglobin that modulates the NO concentration [15]. AtACO1 is an ethylene biosynthetic enzyme catalyzing the conversion of 1-aminocyclopropane-1-carboxylic acid (ACC) to ethylene. A qRT-PCR assay was performed to validate the expression of these candidate genes. *AtPGB1* expression was upregulated in Natolen128-treated plants compared with DMSO- and Necolen124-treated plants under control conditions. Further, the expression of *AtPGB1* was significantly increased by Natolen128 treatment under high-salinity conditions (Figure 3a). *AtACO1* expression was slightly increased compared with DMSO-treated plants under control conditions (Figure 3b). Furthermore, Natolen128 treatment induced the expression of an ethylene receptor (*AtETR2*) and an ethylene response transcription factor (*AtHRE2*) (Table 1). Therefore, we investigated the expression of *1-AMINOCYCLOPROPANE-1-CARBOXYLATE SYNTHASE 9* (*AtACS9*), which encodes an ethylene biosynthetic enzyme, and found it was upregulated by Natolen128 treatment under control conditions (Figure 3c), suggesting that ethylene biosynthesis was activated by Natolen128 treatment. 

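ETR2 (AT3G23150) had a log2 signal of 1.18 ± 0.21 (SD, n = 3) with Necolen124 and 2.69 ± 0.09 (SD, n = 3) with Natolen128 under control conditions, a log2 ratio of 1.50 (SE 0.15, adjusted p = 1.29e-04, limma). Under NaCl the signals were 1.02 ± 0.25 (SD, n = 3) and 2.03 ± 0.19 (SD, n = 3), a log2 ratio of 1.01 (SE 0.15, adjusted p = 0.00170). This value lay close to the threshold of 1 and fell to between 0.89 and 0.99 in 5 of the 22 alternatives, 3 of which each left out 1 NaCl array. HRE2 (AT2G47520) had log2 ratios of 2.64 (SE 0.23, adjusted p = 8.32e-05) under control conditions and 1.50 (SE 0.23, adjusted p = 0.00232) under NaCl. It was called in both conditions under the 22 alternatives computed for single genes, which leave out the forms of the methods' t-test, with log2 ratios of at least 2.52 and 1.37. The effect on HRE2 differed between the conditions by -1.13 on the log2 scale, NaCl minus control, which was not past the threshold (SE 0.33, adjusted p = 0.100 for the interaction).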

Ethylene and AtPGB1 has been reported to regulate the intracellular NO content [16]. Thus, we observed the NO content in roots using a NO probe, DAF-FM DA. A slight NO signal was detected in roots treated with Natolen128 for 6 h, but there was no signal in DMSO-treated roots (Figure 3d,e). These results implied that Natolen128 might induce NO production and gene expression of *AtPGB1* and ethylene biosynthetic enzymes, leading to the high-salinity stress tolerance phenotype.

## 3. Discussion

In this study, we identified a compound, Natolen128, that enhances salinity stress tolerance in *Arabidopsis thaliana* by screening the ITbM chemical library. Additionally, Necolen124 was isolated as a negative compound of Natolen128 that has a similar structure but does not enhance salinity stress tolerance. 

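Of the 8 ACC synthase genes of Arabidopsis (ACS2, ACS4 to ACS9 and ACS11), ACS4 was well above background on 1 of the 12 arrays and was not tested. ACS9 (AT3G49700) was well above background on none of the 3 Necolen124 control arrays and on all 3 Natolen128 control arrays, where its log2 signal was -2.44 ± 0.32 (SD, n = 3). On these background-subtracted values, its expression under control conditions was at least 11.8-fold higher with Natolen128 (adjusted p = 4.38e-04, limma). Over the 21 alternatives run for it the call held, with log2 ratios from 1.38 to 5.42, so this bound depends on the processing. Under NaCl its log2 signal was -4.03 ± 1.04 (SD, n = 3) with Necolen124 and -3.09 ± 0.54 (SD, n = 3) with Natolen128, a log2 ratio of 0.93 (SE 0.59, adjusted p = 0.300). The effects in the 2 conditions differed at an adjusted p of 0.0481 (limma interaction), which rests on the dim Necolen124 control values and was past the threshold in 2 of the 12 fits that each leave out 1 array, and not with the slide as a fixed block. ACS5 (AT5G65800) was lower with Natolen128, with log2 ratios of -1.80 (SE 0.28, adjusted p = 0.00159) under control conditions and -1.65 (SE 0.28, adjusted p = 0.00387) under NaCl. With normexp background correction, these ratios were -0.77 and -0.36, short of the threshold of -1, and with the authors' deposited log2 values the ratio under NaCl was -0.87. The other 5 ACC synthase genes tested were not called in either condition, with log2 ratios between -0.82 (ACS2) and 0.86 (ACS11) under control conditions. ACS2 passed the threshold under control conditions with the slide as a fixed block (-1.02, adjusted p = 0.0341), and ACS11 under NaCl without Necolen124 NaCl replicate 1 (-1.28, adjusted p = 0.0320). Among ACC oxidase genes, ACO1 was called in both conditions. ACO3, ACO4 and ACO5 were not called in either, with log2 ratios between -0.50 (ACO4) and 0.16 (ACO3) under control conditions and between -0.51 (ACO4) and 0.10 (ACO5) under NaCl. Ratios near 0 changed sign in some alternatives, that of ACS8 under control conditions with normexp (0.01), that of ACO3 under control conditions with the slide as a fixed block (-0.17) and under NaCl with the authors' deposited values (-0.01), and those of ACS8 and ACO3 in some of the fits without 1 array.

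**Figure D3:**
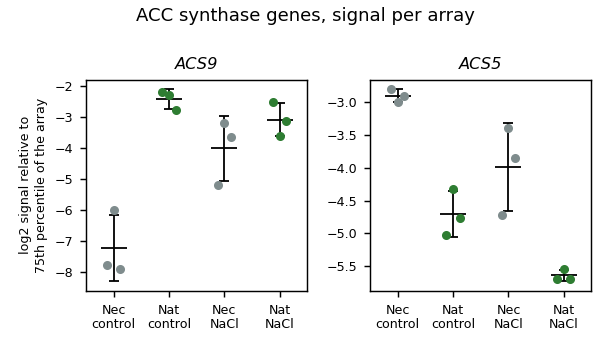
Log2 signal of ACS9 and ACS5 relative to the 75th percentile of the array (y axis) in the 4 groups (x axis; Nec, Necolen124; Nat, Natolen128); points are arrays, and bars the mean ± SD of 3 arrays. ACS9 is not well above background on any Necolen124 control array, so those points mark dim spots and not measured levels.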

Transcriptome analysis showed that Natolen128 increased the expression of *AtPGB1* and ethylene biosynthetic enzyme genes. Moreover, the NO content was slightly increased by Natolen128.

The plant hormone ethylene plays an important role in abiotic stress responses, and the application of exogenous ethylene and ACC improves salt tolerance in *Arabidopsis* [17,18], showing that ethylene contributes to salt stress tolerance in plants. Ethylene biosynthesis is characterized by two steps; first, the substrate S-adenosyl-l-methionine is converted to ACC by ACS [19,20]. The Arabidopsis genome contains eight functional ACS genes (*ACS2*, *ACS4–9* and *ACS11*) and each of these genes contributes to ethylene production [21]. In the second step, ACC is converted to ethylene by ACO [22,23]. ACS and ACO mainly regulate the ethylene biosynthesis pathway. The expression levels of *AtACO1* and *AtACS9* were increased by Natolen128 treatment under control conditions. These results suggest that Natolen128 activates ethylene biosynthesis. Ethylene signaling has been shown to modulate salinity stress responses via maintaining Na^+^/K^+^ and ROS homeostasis and regulating microtubule reassembly [24,25]. Thus, ethylene produced by Natolen128 treatment might induce primed state and rapidly activate the stress response under salinity stress condition leading to enhance tolerance.

In addition, ethylene is produced under early hypoxia stress and enhances acclimation to hypoxia [26]. Previous reports showed that ethylene induces *AtPGB1* expression during hypoxia and AtPGB1 participates in the low-oxygen stress response by detoxifying NO [16,27]. We showed that *AtPGB1* was highly expressed in plants treated with Natolen128 under salinity stress. Interestingly, in addition to *AtPGB1*, Natolen128 induced many hypoxia-responsive genes, such as *HYPOXIA RESPONSIVE ERF2 (AtHRE2)*, *LOB domain-containing protein41 (AtLBD41)*, *PYRUVATE DECARBOXYLASE 1 (AtPDC1)*, *HYPOXIA RESPONSE ATTENUATOR1 (AtHRA1)* and the cysteine oxidases *AtPCO1* and *AtPCO2* [28]. These results imply that Natolen128 treatment may induce a low O_2_-like condition in plants. 

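LBD41 (AT3G02550) had log2 ratios of 3.63 (SE 0.25, adjusted p = 3.36e-05, limma) under control conditions and 4.49 (SE 0.25, adjusted p = 1.69e-05) under NaCl. HRA1 (AT3G10040) had log2 ratios of 3.13 and 3.30, PDC1 (AT4G33070) of 2.33 and 1.95, PCO1 (AT5G15120) of 2.71 and 3.70, and PCO2 (AT5G39890) of 3.41 and 5.66. Among the 7 hypoxia-responsive genes that the paper names, PGB1 and HRE2 included, the highest adjusted p was 5.91e-04 under control conditions and 0.00251 under NaCl, and the Natolen128 arrays lay above the Necolen124 arrays in all 7 in both conditions. A list of 42 genes known to respond to hypoxia was fixed before the array values were seen, and 41 of them were tested. Under control conditions 32 were called higher and none lower, with a median log2 ratio of 1.99. Under NaCl 23 were called higher and none lower, with a median of 1.89. With the genes that were not well above background in 1 treatment at their bounds, the medians were 1.87 and 1.89. Adjusted over the list alone, 32 and 23 genes were called higher, and 1 and 0 lower. As a set, the list was higher in both conditions by limma's camera with a preset correlation of 0.01 between genes (adjusted p = 3.97e-23 and 6.38e-21 over 8 list tests), and by fry (adjusted p = 5.71e-06 and 8.24e-06). The study's own tables, made from these arrays, name 29 of the 42 genes, so the whole list is not independent evidence. The 12 tested genes that the tables do not name had a median log2 ratio of 0.56 under control conditions (camera, adjusted p = 6.39e-04) and 0.36 under NaCl (adjusted p = 0.00489), and fry called both sets (adjusted p = 4.83e-04 and 0.00131). From the increase in the named genes, together with PGB1, the paper proposes that Natolen128 treatment may induce a condition in plants resembling oxygen shortage.

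**Figure D4:**
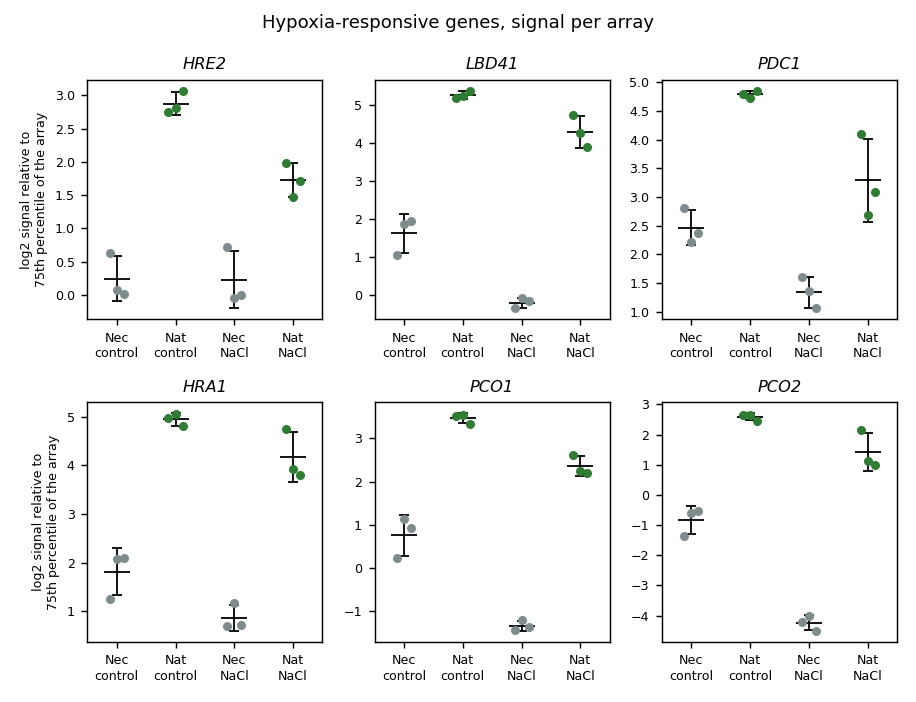
Log2 signal of 6 hypoxia-responsive genes relative to the 75th percentile of the array (y axis) in the 4 groups (x axis; Nec, Necolen124; Nat, Natolen128); points are arrays, and bars the mean ± SD of 3 arrays. In each panel the 3 Natolen128 arrays lie above the 3 Necolen124 arrays within each condition.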

The emission of NO is increased in plants under low O_2_ conditions [29]. Thus, we investigated NO levels in roots treated with Natolen128 and we detected slightly increased NO levels in roots treated with Natolen128. NO plays an essential role in plant abiotic stress responses. Treatment with sodium nitroprusside (SNP), a donor for NO, enhanced salinity stress tolerance [30] and we confirmed that SNP enhanced salinity stress tolerance in our growth conditions (Figure S1). Thus, we assume that Natolen128 activates NO production under control conditions and this NO works as a signaling molecule inducing acclimation to salinity stress in plants. In addition, NO induced by Natolen128 treatment presumably induces hypoxia responsive genes. However, an excess amount of NO is harmful to cells [31]. We observed that the expression of *AtPGB1* was increased by Natolen128 treatment under high-salinity conditions, suggesting that AtPGB1 may remove excess NO in Natolen128-treated plants under salinity stress conditions. Our findings suggest that Natolen128 regulates intracellular NO homeostasis, resulting in enhanced salt stress tolerance in *Arabidopsis thaliana*.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

*A. thaliana* (ecotype Columbia-0) seeds were sterilized and sown in half-strength Murashige and Skoog (MS) liquid medium supplemented with 1% sucrose and 0.1% agar. The plants were grown under previously described conditions [32]. Four-day-old plants were treated with compounds for 24 h, with or without subsequent treatment with 100 mM NaCl (WAKO, Japan). The NaCl solution was added into the medium containing both the compounds and plants. The survival rate of 20 plants was calculated 4 days after the NaCl treatment. The experiment was conducted using three biological replicates.

### 4.2. Chemical Library Screening

A chemical library (10 mM of each compound in dimethylsulfoxide (DMSO)) was obtained from the ITbM library. We sowed 5–6 Col-0 seeds in each well containing 250 µL of half-strength MS liquid medium in a 96-well plate and the seeds were grown for 4 days. Subsequently, 1 µM chemical (final concentration) was added to each well and incubated for 24 h, and the plants were then treated with 100 mM NaCl. Survival rates were checked 4 days after the NaCl treatment.

### 4.3. RNA Extraction

Total RNA was extracted from 5-day-old *A. thaliana* seedlings treated with 2 µM Natolen128 for 24 h, with or without subsequent treatment with 100 mM NaCl for 2 h. DMSO and Necolen124 were used as negative controls. For qRT-PCR, total RNA was extracted from 5–10 plants using the Plant RNA reagent (Thermo Fisher Scientific, Waltham, MA, USA) as previously described [33]. For microarray analysis, total RNA was extracted from 20 plants with an RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The quality of the extracted total RNA was evaluated using a Bioanalyzer system (Agilent, Santa Clara, CA, USA). The experiment was performed using three biological replicates.

### 4.4. Microarray Analysis

A microarray analysis was completed as previously described [11]. The microarray data were deposited in the GEO database (GEO ID: GSE173340). Each treatment was analyzed using three biological replicates, and 10 plants were sampled for each treatment and/or repeat. Genes with an expression log_2_ ratio ≥ 1 [*t*-test analysis, Benjamini–Hochberg correction (FDR) < 0.05] were identified as upregulated genes. Gene Ontology (GO) assignments for *Arabidopsis* genes were obtained from TAIR (www.arabidopsis.org, last accessed on 12 May 2021).

### 4.5. Quantitative Real-Time PCR Analysis

First-strand cDNA synthesis was performed with a PrimeScript™ RT reagent Kit (Takara, Kusatsu Japan) for quantitative real-time polymerase chain reaction (qRT-PCR) analysis. The qRT-PCR was conducted as previously described [11] and *18S rRNA* was used as a reference gene. The experiment was conducted using three biological replicates and 10 plants were sampled for each treatment and/or repeat. The qRT-PCR primer sequences were as follows: *AtPGB1*, 5′-AACACTTTGAGGTGGCCAAG-3′ and 5′-TGATCATAAGCCTGACCCCAAG-3′; *AtACS9*, 5′-AAATGGAGAACGGGAGCAGA-3′ and 5′-AAGAGGGTTAGACGGGTTGG-3′; *AtACO1*, 5′-GATCAAAGAGAGAGAGATGGAGA-3′ and 5′-TGAAATGTTTGGGATCTGACAGAT-3′; *At18S rRNA*, 5′-CGGCTACCACATCCAAGGAA-3′ and 5′-GCTGGAATTACCGCGGCT-3′.

### 4.6. NO Detection

Intracellular NO levels were visualized using DAF-FM DA (diaminofluorescein-FM diacetate, Goryo Chemical) as previously described [16]. Seedlings treated with 2 µM Natolen128 or DMSO for 6 h were incubated in the dark for 15 min under gentle agitation in 10 mM Tris-HCl buffer (pH 7.4) containing 10 μM DAF-FM DA and subsequently washed twice for 5 min with 10 mM Tris-HCl buffer (pH 7.4). Fluorescence was visualized using an Olympus BX51 fluorescence microscope. Fluorescence intensity in root tips was determined by ImageJ software (https://imagej.nih.gov/ij/index.html, last accessed on 12 May 2021).

## Figures and Tables

**Figure 1:**
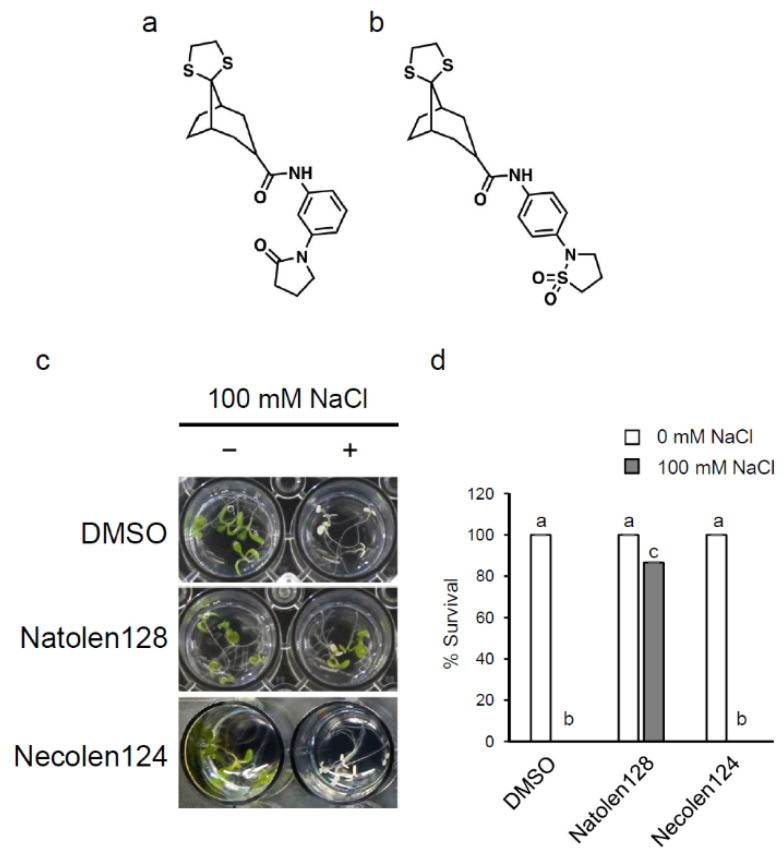
Natolen128 enhances high-salinity stress tolerance in *Arabidopsis thaliana*. (**a**) Structure of Natolen128. (**b**) Structure of Necolen124. (**c**) Morphology of seedlings treated with 2 µM Natolen128, with or without subsequent treatment of 100 mM NaCl for 4 days. Necolen124 and DMSO were used as negative controls. The inside diameter of each well is 15.4 mm. (**d**) Survival rate under high-salinity conditions in the presence or absence of 2 µM Natolen128. The survival rate of 15 plants was calculated 4 days after NaCl treatment. These experiments were conducted using three biological replicates. Error bars represent the mean ± standard error (SE). Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (*p* < 0.05) are indicated by different letters.

**Figure 2:**
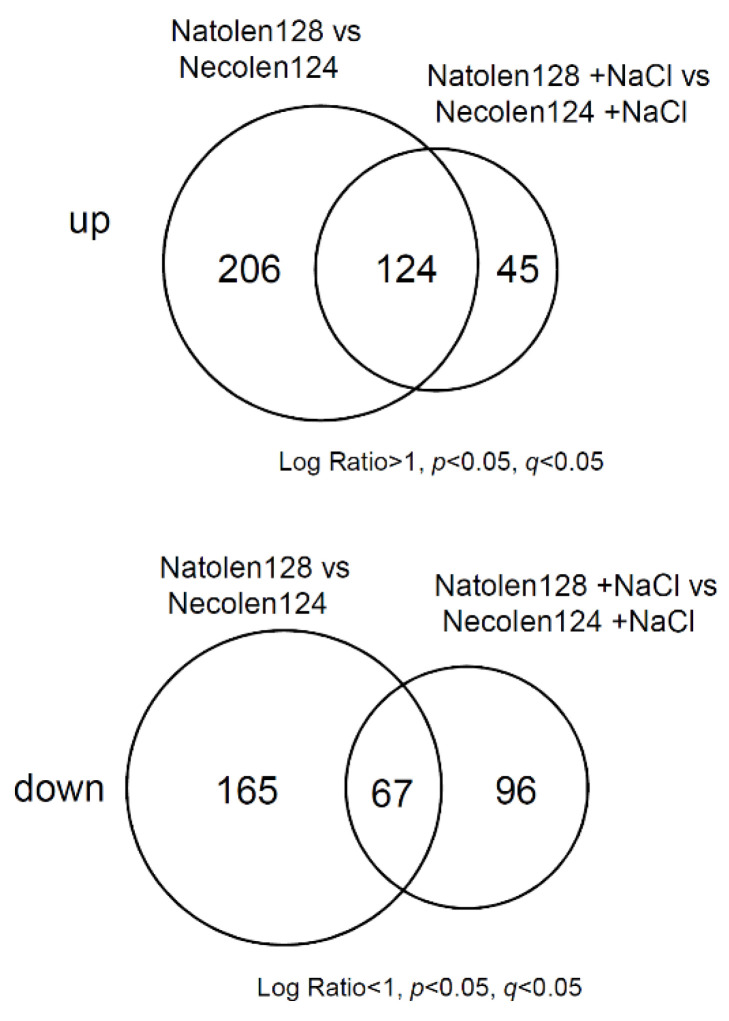
Gene expression profiles under Natolen128 and salinity stress treatments. The Venn diagrams show genes exhibiting up- and down-regulated expression in response to Natolen128 and Necolen124 treatments under control and high-salinity stress conditions. Each treatment was performed using 20 plants, with three biological replicates.

**Figure 3:**
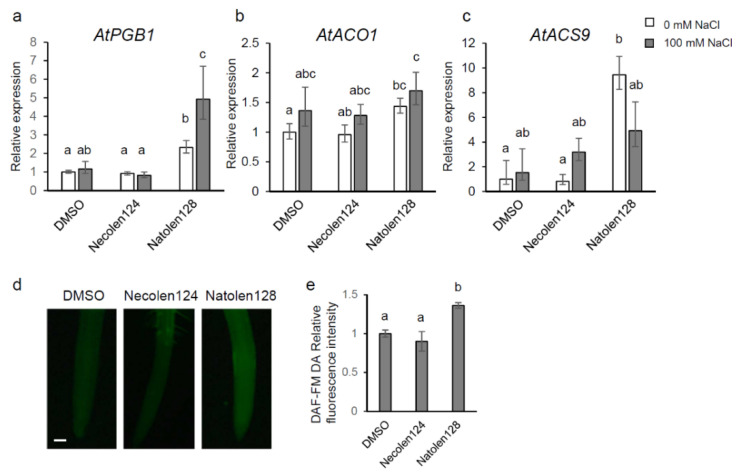
Hypoxia-responsive gene expression and NO changes due to Natolen128 treatment. (**a**–**c**) Relative expression levels of the *AtPGB1* (**a**), *AtACO1* (**b**) and *AtACS9* (**c**) genes during salinity-stress treatment for 0 and 2 h with or without 2 µM Natolen128 or 2 µM Necolen124. The expression level in plants treated with DMSO was set as 1. *18S rRNA* was used as an internal standard. Error bars represent the mean ± SE (*n* = 3). Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (*p* < 0.05) are indicated by different letters. (**d**) NO detected with DAF-FM DA in Arabidopsis roots treated with 2 µM Natolen128 or Necolen124 for 6 h. Plants treated with DMSO for 6 h were used as negative controls. Scale bar = 50 µm. (**e**) Relative fluorescence intensity of DAF-FM DA in roots treated with 2 µM Natolen128 or 2 µM Necolen124. The fluorescence intensity in plants treated with DMSO was set as 1. Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (*p* < 0.05) are indicated by different letters.

**Table 1:** List of Natolen128-upregulated genes classified as stress responsive ^(1)^.

Gene Name	AGI Code	Natolen128/Necolen124 under Control Condition			Natolen128 under Salt-stress/Necolen124 under Salt-Stress		
		Ratio ^(2)^	*p*-Value	FDR	Ratio ^(3)^	*p*-Value	FDR
*Germin-like Protein 7 (GLP7)*	AT1G10460	1.753	0.001	0.005	1.208	0.004	0.029
*HEAVY METAL ASSOCIATED PROTEIN 4 (HMP04)*	AT1G22990	1.382	0.000	0.004	1.572	0.004	0.030
*LOW PHOSPHATE ROOT1 (LPR1)*	AT1G23010	1.511	0.000	0.004	1.223	0.001	0.020
*ACYL-ACYL CARRIER PROTEIN 6 (AAD6)*	AT1G43800	2.045	0.000	0.002	3.673	0.000	0.016
*Cytochrome P450 superfamily protein*	AT1G66540	1.072	0.001	0.006	1.232	0.002	0.023
*Hemoglobin/phytoglobin1 (PGB1)*	AT2G16060	2.415	0.000	0.003	2.304	0.001	0.020
*ACC oxidase 1 (ACO1)*	AT2G19590	1.646	0.005	0.012	1.469	0.000	0.010
*DROUGHT TOLERANCE REPRESSOR (DOR)*	AT2G31470	1.238	0.003	0.010	1.205	0.001	0.019
*Peroxidase superfamily protein*	AT2G35380	1.204	0.005	0.013	1.049	0.001	0.021
*Peroxidase superfamily protein*	AT2G38390	1.828	0.000	0.003	1.318	0.000	0.011
*Hypoxia Responsive ERF2 (HRE2)*	AT2G47520	2.578	0.000	0.004	1.457	0.006	0.034
*LOB domain-containing protein 41 (LBD41)*	AT3G02550	3.524	0.000	0.005	4.451	0.000	0.010
*GAST1 protein homolog 5 (GASA5)*	AT3G02885	1.623	0.009	0.016	2.275	0.000	0.009
*Haloacid dehalogenase-like hydrolase (HAD) superfamily protein*	AT3G19595	1.622	0.002	0.008	1.460	0.001	0.021
*Ethylene receptor 2 (ETR2)*	AT3G23150	1.419	0.000	0.005	1.015	0.004	0.030
*HYPOXIA RESPONSE UNKNOWN PROTEIN 6 (HUP6)*	AT3G27220	1.926	0.001	0.007	3.014	0.000	0.017
*Sucrose synthase 4 (SUS4)*	AT3G43190	1.624	0.013	0.020	1.888	0.013	0.045
*FATTY ACID REDUCTASE 4 (FAR4)*	AT3G44540	1.812	0.001	0.006	1.062	0.003	0.027
*METHYL ESTERASE 10 (MES10)*	AT3G50440	1.759	0.000	0.003	1.082	0.003	0.027
*EARLY LIGHT-INDUCIBLE PROTEIN 2 (ELIP2)*	AT4G14690	1.036	0.000	0.005	1.150	0.000	0.009
*Unknown protein*	AT4G17670	1.613	0.000	0.005	1.463	0.001	0.021
*ABC1-LIKE KINASE 1 (ABC1K1)*	AT4G31390	1.767	0.001	0.006	1.186	0.000	0.011
*GLUTATHIONE PEROXIDASE 7 (GPX7)*	AT4G31870	1.921	0.001	0.006	1.883	0.002	0.022
*Hemoglobin/Phytoglobin 3 (PGB3)*	AT4G32690	1.152	0.000	0.003	1.122	0.001	0.019
*Pyruvate decarboxylase 1 (PDC1)*	AT4G33070	2.324	0.000	0.004	1.944	0.011	0.043
*WOUND-INDUCED POLYPEPTIDE 5 (WIP5)*	AT4G33560	3.159	0.002	0.009	5.124	0.000	0.011
*Plant cysteine oxidase 1 (PCO1)*	AT5G15120	2.655	0.001	0.006	3.614	0.000	0.009
*Plant cysteine oxidase 2 (PCO2)*	AT5G39890	3.245	0.000	0.004	4.733	0.000	0.014
*DEFECTIVE IN INDUCED RESISTANCE 1 (DIR1)*	AT5G48485	1.105	0.006	0.014	1.049	0.000	0.009

^(1)^ The genes were selected from 124 overlapping genes using two conditions: (a) log_2_ ratio (plants treated with Natolen128 for 24 h/plants treated with Necolen124 for 24 h) ≥ 1, FDR < 0.05, *t*-test < 0.05; (b) log_2_ ratio (plants treated with Natolen128 for 24 h followed by 2 h NaCl treatment/plants treated with Necolen124 for 24 h followed by 2 h NaCl treatment) ≥ 1, FDR < 0.05, *t*-test < 0.05. ^(2)^ The values represent the log_2_ ratio (plants treated with Natolen128 for 24 h/plants treated with Necolen124 for 24 h). ^(3)^ The values represent the log_2_ ratio (plants treated with Natolen128 for 24 h followed by 2 h NaCl treatment/plants treated with Necolen124 for 24 h followed by 2 h NaCl treatment).

## Data Availability

The data presented in this study are available in the article and in the Supplementary Materials.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10050978/s1, Figure S1: SNP enhances high-salinity stress tolerance in *Arabidopsis thaliana*, Table S1: List of the genes that were up-regulated by Natolen128 compared with Necolen124 treatment under control condition, Table S2: List of the genes that were down-regulated by Natolen128 compared with Necolen124 treatment under control condition, Table S3: List of the genes that were up-regulated by Natolen128 compared with Necolen124 treatment under salt stress, Table S4: List of the genes that were down-regulated by Natolen128 compared with Necolen124 treatment under salt stress, Table S5: List of overlapping genes that were up-regulated by Natolen128 compared with Necolen124 treatment both under control and salinity stress condition.

How the deposited data were processed for this re-analysis (not part of the article)

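The microarray data comprised 12 arrays in 4 groups of 3 biological replicates, from plants treated with 2 µM Necolen124 or 2 µM Natolen128 for 24 h, without NaCl or followed by 100 mM NaCl for 2 h. Replicates 1 to 3 of a group were taken as independent samples. The survival assays, the qRT-PCR assays and the NO measurements of the paper have no values among the deposited files and were left out.

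The authors deposited the output of the Agilent Feature Extraction software for each array and a table of log2 values. In the software's output, the processed signal is an intensity with the background subtracted and with trends removed within the array, and spots at or below background carry a surrogate value. It was not scaled between arrays. The deposited table holds 27074 probes of 21837 genes, as log2 of the median pixel brightness without background subtraction, with nearly equal quantiles in all arrays. Of the genes tested here, 1172 are not in that table. Each array has 54778 spots, of which 53459 are not controls. Between 19 and 33 spots per array were marked as outliers by the software, and these were left out. R² of the spike-in controls ranged from 0.993 to 0.997. Correlations between arrays of a group were 0.990 to 0.995, and those between groups were 0.927 to 0.985.

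The processed signal was put on the log2 scale, and the 75th percentile over the probes other than controls was subtracted on each array. Probes well above background on all 3 arrays of at least 1 group were kept, and the mean was taken over the probes of a gene, which concerned 100 genes. limma was fitted with 4 group means to all arrays, which leaves 8 residual degrees of freedom and had a prior of 1.95. The comparisons were Natolen128 against Necolen124 under control conditions and under NaCl, the interaction of compound and NaCl, and the effect of NaCl with each compound. All tests were two-sided. Calls required a log2 ratio of at least 1 or at most -1 and a Benjamini-Hochberg FDR under 0.05. Lists of genes were tested with limma's camera at a preset correlation of 0.01, and with fry, each adjusted over 8 list tests. For bounds, the signal of an array on which a spot was not well above background was raised to the lowest signal well above background on that array.

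The lists were written from general knowledge, with 42 genes for hypoxia, 14 for the ethylene response and 25 for the response to salt and ABA, next to the genes that the paper names. Genes named in the text are those that the paper names, further ACC synthase, ACC oxidase and NO-related genes written from general knowledge, the 10 largest log2 ratios of each comparison among genes past the threshold whose groups did not overlap, and the 3 largest of each list. Gene names came from the reference table, which names 32323 of the 32788 genes on the array. No genome came with the reference, so positions are not given, and gene ontology annotation was not used here.

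The main settings, the lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from those given here. Chosen after values had been seen were the settings that join the authors' deposited values with the methods' t-test, the tests of features without an AGI code alone and together with the genes, the exclusion of the exon, intron and tiling probes of AGI genes from those features, the exon probes with the naming of all their genes, the shares of genes whose groups do not overlap, the sizes of the interaction with and without Natolen128 control replicate 3 and the split of its genes by the slide as a fixed block, the follow-up of the salt and ABA list by the interaction, the reading of the splits that join both conditions as not deciding, the limits at which a share was read as deciding, the bounds in the comparison with the paper's values and the choice of supplementary values compared. Alternatives were normexp background correction with an offset of 50, quantile normalization, scaling by the median, the authors' deposited values, no filter, a filter for signal above background on all 12 arrays, the brightest probe of a gene, the slide as a fixed or a random block, the replicate number as a block, fits of the 6 arrays compared, an intensity trend, the methods' t-test with Benjamini-Hochberg, Storey or no adjustment, its Welch form, no minimum log2 ratio, and leaving out each array. The replicate numbers were not taken to pair the arrays. The residuals of 18 pairs of arrays with the same number had a median correlation of -0.04. Between the compounds, these correlations ranged from -0.06 to 0.11 under control conditions and from -0.11 to 0.23 under NaCl. With so few arrays, a pairing cannot be excluded.

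The procedure was tested on simulated data with the mean of each gene over the 12 arrays and its fitted spread, in which 197 of 200 genes given a log2 change of 2 were recovered (98.5%) with 1 wrong call, and 0 calls were made in the contrast left unchanged. The simulated noise was normal and independent, without a slide difference, and changes nearer the threshold of 1 were not simulated. These shares therefore do not carry over to calls near the threshold or to slide effects. R 4.3.3, limma 3.58.1, data.table 1.17.8, jsonlite 2.0.0, Python 3.11.15 and matplotlib 3.10.9 were used. The number of arrays per group limits the precision of every value.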

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

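Chosen only after results had been seen were the tests of features without an AGI code, the sizes of the interaction with and without Natolen128 control replicate 3, the split of its genes by the slide as a fixed block, and the limits at which a share was read as deciding.

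The Natolen128 effect differed between control and NaCl conditions in 218 genes by limma's interaction of compound and NaCl, with a positive difference in 71 and a negative difference in 147. Of these, 49 were called higher and 42 lower under control conditions only, 5 higher and 47 lower under NaCl only, 10 in both conditions in the same direction, 5 in both in opposite directions and 60 in neither. LEA4-5 had the firmest difference among the named genes (4.48, SE 0.43, adjusted p = 0.00311), called in all 12 fits without 1 array. AT3G13130 (adjusted p = 0.0273) and HAI2 (adjusted p = 0.0273) were called in 5 of the 12 fits. Neither was well above background on any Natolen128 control array, so the sizes of their differences depend on dim spots. WIP4 (adjusted p = 0.0475) was called in 3. LEA4-5, AT3G13130 and HAI2 were also called with the slide as a fixed block, and AAD6, PCO2, ACS9 and WIP4 were not. With that block 204 genes were called, 110 of them among the 218 (50.5%), so for these 110 a slide difference among the control arrays as the whole cause is argued against. For the other 108 (49.5%) a slide difference and the loss of precision cannot be told apart, since the block leaves Natolen128 control replicate 3 alone to carry the comparison. Of 155 genes called without that replicate, 145 (93.5%) had the same sign with only it for its group, with a median size of 1.63 and 1.52, but the Necolen124 control arrays and the NaCl arrays enter both values, so this share decides nothing. Probes near background as the whole cause are argued against by the 74.3% of the 218 genes that were well above background on all 12 arrays, against 92.4% of all genes tested. The brightest array, Necolen124 NaCl replicate 2, stays open as a contribution. Without it 46.3% of the genes were still called, within the 35.3% to 83.0% found without each of the other arrays, so its part and the loss of any array cannot be told apart. In 8 of 100 splits as many genes were called, the real one included, but the other 7 splits kept the real grouping of the control arrays, so that the control effect enters their difference. Whether chance can be excluded is left open by this count. Without Natolen128 control replicate 2 the count was 84, and without Necolen124 NaCl replicate 1 it was 307. A biological difference between the conditions stays among the open explanations.

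The array also carries features without an AGI code, which the paper does not report on. Of 7548 tested together, 163 were called higher and 69 lower with Natolen128 under control conditions, 232 in all. Under NaCl 104 were called higher and 102 lower, 206 in all, and 61 and 14 were called in both conditions. In a first count that still held exon, intron and tiling probes of AGI genes, 7892 features were tested and 328 and 276 were called. Of the called features, 44.4% and 41.7% were well above background on all 12 arrays, against 67.8% of those tested. Noise of dim probes as the whole cause under control conditions is argued against by the called features that were not well above background on all arrays, 105 of 129 of which (81.4%) had the same sign under NaCl. Under NaCl, 77 of 120 (64.2%) had the same sign under control conditions, so for these dim features noise and an effect of the compound cannot be told apart. An effect of the slide alone under control conditions is argued against by the 200 of 232 features (86.2%) with the same sign under NaCl, where all arrays share a slide. A biological effect of the compound was not tested separately.

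The effect of NaCl within each compound, which the paper does not report, was called in 2920 genes with Necolen124 (1839 higher and 1081 lower) and in 2473 genes with Natolen128 (1577 higher and 896 lower), of which 1335 were higher and 546 lower with both. NaCl coincides with the slide and the scan day, so for the genes as a whole these cannot be told apart from NaCl. The salt and ABA list had a median log2 ratio of 2.99 with Necolen124 (camera, adjusted p = 6.26e-17) and of 3.28 with Natolen128 (adjusted p = 4.63e-21; 3.01 with genes at their bounds), and 23 of its 25 genes were called higher with each. A rise of this list is what NaCl predicts, but it does not separate NaCl from the slide for other genes. As 1 of 10 splits of the arrays, the real one, gave counts or list medians this large in each case, and the share cannot fall under 0.1, chance cannot be excluded by this test.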

How the results depend on the processing

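Chosen only after the data had been seen were the settings that join the authors' deposited values with the methods' t-test, and the test of features without an AGI code together with the genes.

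The medians of the hypoxia list kept their direction and stayed past the threshold in all 22 alternatives, from 1.59 to 2.03 under control conditions (adjusted p 1.47e-43 to 4.18e-20) and from 1.07 to 1.93 under NaCl (adjusted p 1.55e-48 to 2.98e-16). Of 124 values of named genes, 104 stayed on the same side of the threshold in each of the 20 to 22 alternatives run for them, which leave out the forms of the methods' t-test, 16 fell short of it in at least 1, 4 passed it in at least 1 and 0 called values changed sign. AT1G65090 under NaCl fell short with normexp, the authors' deposited values, no filter, the replicate number as a block and in fits without 1 array, and RAB18 under NaCl in fits without 1 NaCl array.

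With normexp background correction, genes higher and lower with Natolen128 numbered 278 and 164 under control conditions, 177 and 173 under NaCl, and 120 and 55 in both. The interaction was called in 138 genes, and NaCl changed 1745 genes with Necolen124 and 1321 with Natolen128. With the authors' deposited values the counts were 330 and 243 under control conditions, 194 and 236 under NaCl, and 87 lower in both. The filter for signal above background on all 12 arrays, which tests fewer genes, gave 278 lower genes under control conditions, 247 under NaCl and 95 in both. The interaction was called in 119 genes with no filter and in 131 with the replicate number as a block. Apart from the stricter filter, the cause was not tested.

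The methods' t-test with Benjamini-Hochberg adjustment gave 282 lower genes under control conditions, 103 higher and 64 lower under NaCl, 76 higher and 16 lower in both, and 15 genes of Table 1. Its Welch form gave 226 higher and 98 lower genes under control conditions, and 0 higher and 0 lower under NaCl, hence 0 and 0 in both and 0 of Table 1. At an unadjusted p under 0.05 with the same log2 ratios, the Welch form gave 283 higher and 322 lower genes under NaCl, where its lowest FDR was 0.0800, while limma called 301 and 408. With Storey adjustment of the methods' t-test, 268 genes were lower under NaCl. No minimum log2 ratio gave 3382 and 3450 genes under control conditions, 2364 and 2239 under NaCl, 1443 and 1180 in both, 519 for the interaction, and 13786 and 12239 for NaCl with Necolen124 and Natolen128, since smaller changes are then counted.

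The methods' t-test on the authors' deposited values gave 302 and 187 genes under control conditions, 103 and 65 under NaCl, and 80 and 19 in both with Benjamini-Hochberg adjustment. With Storey adjustment it gave 333 and 238, 171 and 164, and 127 and 68. At an unadjusted p under 0.05 it gave 330 and 235, 191 and 222, and 81 lower in both. The cause of these changes was not tested.

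Leaving out each array in turn gave 490 to 552 higher and 369 to 481 lower genes under control conditions, 287 to 315 and 325 to 454 under NaCl, 187 to 208 and 121 to 151 in both, and 27 to 29 genes of Table 1. NaCl changed 2825 to 2935 genes with Necolen124 and 2339 to 2592 with Natolen128. The interaction ranged from 84 to 307 genes. The median of the ethylene response list under NaCl ranged from -0.093 to 0.096, and was 0.096 without Natolen128 NaCl replicate 3 (adjusted p = 0.555, with 0.392 to 0.998 over the alternatives). The median of the salt and ABA list for Natolen128 under NaCl ranged from -0.63 to -0.12, and was -0.12 without the same array (adjusted p = 0.178, with 1.58e-06 to 0.178 over the alternatives), so its call rests on that array.

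The slide as a fixed block was not run for the effects of NaCl, because the slide of the NaCl arrays holds no others. Signal over background limits the lower calls in particular, and in 206 of the genes called under control conditions and 158 under NaCl only 1 treatment was well above background on all of its arrays, and in a further 68 and 16 neither was.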

Differences from the paper's values

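Chosen only after values had been seen were the settings that join the authors' deposited values with the methods' t-test, the bounds used here and the supplementary values compared.

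The paper's counts of genes higher and lower with Natolen128 are the paper's 330 and 232 under control conditions, where 545 and 442 were found here. Under NaCl the paper gives 169 and 163, and 301 and 408 were found. For both conditions the paper gives 124 and 67, and 202 and 152 were found. Of the alternatives set before the data were examined, normexp and the authors' deposited values brought all 6 counts within 1.5 times the paper's, and the filter for signal above background on all 12 arrays all but the lower genes under NaCl. The methods' t-test with Benjamini-Hochberg adjustment did so for both counts under control conditions. Its Welch form, and leaving out Necolen124 control replicate 3 or Natolen128 control replicate 2 or 3, did so for the higher genes under control conditions. Scaling by the median and Storey adjustment of the methods' t-test did so for the genes higher in both. The counts still differed under all other alternatives. Of the settings chosen after seeing the values, the methods' t-test on the authors' deposited values did so for all 6 counts with Storey adjustment or at an unadjusted p under 0.05, for both counts under control conditions with Benjamini-Hochberg adjustment, and the test together with features without an AGI code for none.

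A log2 ratio was taken to differ when its distance from the paper's exceeded the larger SD of the groups compared, or its sign differed, and a bound when its fold was over 1.5 times the paper's. A gap can therefore count for a gene with a small SD and a larger one not for a gene with a large SD. In Table 1, 2 of 29 log2 ratios under control conditions and 6 of 29 under NaCl differed. For DOR the paper gives 1.238 under control conditions and 1.205 under NaCl, and the log2 ratio here was at least 2.13 and at least 2.46. For AT3G19595 the paper gives 1.622 and 1.46, and here it was at least 3.06 and at least 2.73. Under NaCl the paper gives 1.469 for ACO1, 1.15 for ELIP2, 1.186 for ABC1K1 and 4.733 for PCO2, where 1.91, 1.37, 1.45 and 5.66 were found. With the authors' deposited values none of these 8 differed. With normexp those of DOR, of AT3G19595 under NaCl, of ABC1K1 and of PCO2 did not differ, nor did ELIP2 with quantile normalization or PCO2 without Natolen128 NaCl replicate 1. Under the other alternatives set before the data were examined that gave a value, they differed.

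Of the supplementary log2 ratios compared under control conditions, 15 of 23 differed. The paper gives 1.465 for HUP32, 1.874 for PAP6, 2.048 for ACS9, 2.666 for PIRL8 and 1.872 for STP11, and the values here were at least 2.58, 3.44, 3.56, 4.33 and 3.18. The paper gives 3.760 for AT2G29870, 3.371 for NIP2;1 and 3.641 for AT5G22430, and 4.78, 4.09 and 4.73 were found. The paper gives -2.136 for HAI2, -1.664 for AT2G37030, -3.562 for AT3G13130 and -1.744 for HAI1, and the values here were at most -3.48, -2.52, -4.73 and -2.65. The paper gives -4.358 for LEA4-5, -1.715 for RD29B and -1.376 for ACS5, and -5.18, -2.91 and -1.80 were found. Under NaCl 6 of 14 differed. The paper gives 1.117 for HUP32, 1.048 for PAP6, 3.039 for AT3G29970 and 1.470 for PIRL8, and the values here were at least 1.99, 2.34, 4.75 and 3.21. The paper gives 3.280 for HUP9 and 3.114 for AT5G22430, and 4.55 and 3.97 were found. With the authors' deposited values none of these 21 differed. With normexp 12 did not differ, those of PAP6, ACS9, PIRL8, STP11, AT2G37030 and RD29B under control conditions and all 6 under NaCl. Without Natolen128 control replicate 1 ACS5 did not differ, nor AT2G37030 without Natolen128 control replicate 2. HUP9 did not differ with scaling by the median or without Necolen124 NaCl replicate 1 or 3 or Natolen128 NaCl replicate 1 or 3, nor did AT5G22430 under NaCl without Necolen124 NaCl replicate 3. The other alternatives set before the data were examined that gave a value left these differences.

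Of the 894 entries of the paper's Tables S1 to S4, all had the same sign here and 869 (97.2%) were called in the same direction, 321 of 330, 228 of 232, 168 of 169 and 152 of 163. Of the 25 others, 17 were called in fits of the 6 arrays compared, and 17 by the methods' t-test on the scanner values with Storey adjustment or at an unadjusted p under 0.05. The authors' deposited values gave 14, no minimum log2 ratio 8, and the remaining alternatives set before the data were examined between 0 and 6. Settings chosen after seeing the values, with the methods' t-test on the deposited values, called all 25 with Storey adjustment or at an unadjusted p under 0.05, and 12 with Benjamini-Hochberg adjustment. The paper lists more genes higher than lower under NaCl, whereas 301 were higher and 408 lower here. More genes were higher than lower with normexp (177 and 173), the methods' t-test with Benjamini-Hochberg adjustment (103 and 64) and no minimum log2 ratio (2364 and 2239). Of the settings chosen after seeing the values, the methods' t-test on the deposited values gave this order with Benjamini-Hochberg (103 and 65) or Storey adjustment (171 and 164). The Welch form called none in either direction, and all other alternatives gave more lower than higher genes.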

Other observations

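Chosen only after results had been seen were the follow-up of the salt and ABA list by the interaction, the exon probes and heat shock genes, and the shares of genes whose groups do not overlap.

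For the genes higher in both conditions and those lower in both, 1 of 100 splits, the real one, gave as many. These splits join the 10 of each condition. As 1 of 10 gave as many where the other condition kept its real grouping, this test cannot exclude chance in a single condition. Chance calls unrelated between the conditions are argued against by the 202 higher and 152 lower shared genes. Such calls would share 7.14 and 7.84 genes on average, and 6 genes were called in opposite directions. Genes are not independent, so no p-value is attached to this comparison. For Table 1, too, 1 of 100 splits gave as many genes. The paper chose those genes on these arrays under the real grouping, so that count does not bear on chance. For the genes called under control conditions or NaCl, and for the hypoxia list in either condition, 1 of 10 splits gave a result as large, and the share cannot fall under 0.1, so chance cannot be excluded by this test alone. The highest number of genes called in another split was 1 in both comparisons, against 987 and 709.

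A slide effect as the whole cause of the calls under control conditions is argued against by the 87.9% of these genes that had the same sign under NaCl, on other arrays that share a slide, and by the 406 higher and 279 lower genes still called with the slide as a fixed block. Of the genes called without Natolen128 control replicate 3, that replicate lay outside the range of the Necolen124 arrays of its slide on the called side in 888 of 954 (93.1%). A further Necolen124 array would do so in 25% of genes not selected on these arrays, and the share for selected genes is not known. Of the genes called under NaCl, 84.2% had the same sign under control conditions, which argues against the position of the arrays on the slide as the whole cause.

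Selection of the hypoxia genes by the study on these arrays as the whole cause is argued against by the median of 0.56 under control conditions over the genes that its tables do not name. The interaction over the hypoxia list had a median of 0.03, a mean of -0.02 and a camera p of 0.190 (0.285 adjusted over 3 lists).

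The ethylene response list, 13 of whose 14 genes were tested, had a median log2 ratio of -0.06 under control conditions (camera, adjusted p = 0.784; fry, 0.292) and of -0.07 under NaCl (camera, adjusted p = 0.999; fry, 0.505). Under control conditions camera's direction was up while the median and the mean of -0.09 were below 0. Called higher were 1 and 1 genes and called lower 1 and 0 by limma, over all genes and adjusted over the list alone. The gene called higher in both conditions was ETR2, and ERF1 was at least 2.39-fold lower under control conditions, a call that was lost with normexp, the authors' deposited values and the slide as a fixed block. In 9 and 10 of 10 splits the list moved as far, so chance cannot be excluded.

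The salt and ABA list had a median of -0.72 with Natolen128 under control conditions (camera, adjusted p = 2.33e-06; fry, 0.00166), with 21 of 25 genes below 0 and 9 called lower, also when adjusted over the list alone. Without the 9 genes in the study's tables, the median was -0.43 (camera, adjusted p = 0.0277; fry, 0.116). Under NaCl the median was -0.46 (camera, adjusted p = 8.95e-04; fry, 0.0945), with 22 of 25 genes below 0 and 2 called lower. Without Natolen128 NaCl replicate 3 it was -0.12 (adjusted p = 0.178, with 1.58e-06 to 0.178 over the alternatives). Under control conditions 1 of 10 splits, the real one, moved the list as far, the lowest number this test can give, so it cannot exclude chance by itself. Under NaCl 5 of 10 splits did, and chance cannot be excluded. The interaction over the list gave no sign of a weaker NaCl response with Natolen128. It had a mean of 0.65 and a median of 0.26, 5 of 25 genes below 0, a camera p of 0.00230 (0.00690 adjusted) and a fry p of 0.106. Its size depends in part on dim spots. With 2 genes at their bounds, the median NaCl response was 2.99 with Necolen124. With 5 genes at their bounds, it was 3.01 with Natolen128. Whether the responses differ over the list is therefore not decided.

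Of 6 genes related to NO, PGB1 and PGB3 were called higher in both conditions, PGB3 with log2 ratios of 1.16 and 1.12. PGB2, NIA1, NIA2 and GSNOR1 were not called, with log2 ratios of -0.23, 0.51, 0.39 and -0.02 under control conditions and -0.15, 0.43, 0.13 and -0.03 under NaCl. NIA1 fell short only of the minimum log2 ratio, with an adjusted p of 0.00247 under control conditions and 0.00850 under NaCl (limma). GSNOR1 changed sign under control conditions with the slide as a fixed block (0.01) and under NaCl without Necolen124 NaCl replicate 1 (0.05).

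Some genes carry further probes along their exons. Called lower with Natolen128 under control conditions were 10 of 12 probes of RD29B, 13 of 14 of RD29A, 6 of 11 of NCED3, 11 of 12 of HSP70, 8 of 13 of Hsp70-2, 4 of 14 of HSP90.1, 2 of 5 of DREB1A and 1 of 5 of HSFA7A. None of the 8 probes of RD20 (median log2 ratio 0.77), 7 of HSFA2, 7 of DREB2A, 8 of HSFA3 or 12 of HSP81-3 was called lower by limma. Under NaCl all 12 probes of RD29B and all 8 of RD20 were called lower, and none of the probes of the other 11 genes.

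In the paper's Tables S1 and S2 the FDR is below the p of the same gene for 9 of 562 genes, and in Tables S3 and S4 for 0 of 332, by reading the columns. The ratios made from the authors' deposited values lie within 0.00706 of those in the tables.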
